# Identification of two major autoantigens negatively regulating endothelial activation in Takayasu arteritis

**DOI:** 10.1038/s41467-020-15088-0

**Published:** 2020-03-09

**Authors:** Tomoyuki Mutoh, Tsuyoshi Shirai, Tomonori Ishii, Yuko Shirota, Fumiyoshi Fujishima, Fumiaki Takahashi, Yoichi Kakuta, Yoshitake Kanazawa, Atsushi Masamune, Yoshikatsu Saiki, Hideo Harigae, Hiroshi Fujii

**Keywords:** Autoimmunity, Vasculitis

## Abstract

The presence of antiendothelial cell antibodies (AECAs) has been documented in Takayasu arteritis (TAK), a chronic granulomatous vasculitis. Here, we identify cell-surface autoantigens using an expression cloning system. A cDNA library of endothelial cells is retrovirally transfected into a rat myeloma cell line from which AECA-positive clones are sorted with flow cytometry. Four distinct AECA-positive clones are isolated, and endothelial protein C receptor (EPCR) and scavenger receptor class B type 1 (SR-BI) are identified as endothelial autoantigens. Autoantibodies against EPCR and SR-BI are detected in 34.6% and 36.5% of cases, respectively, with minimal overlap (3.8%). Autoantibodies against EPCR are also detected in ulcerative colitis, the frequent comorbidity of TAK. In mechanistic studies, EPCR and SR-BI function as negative regulators of endothelial activation. EPCR has also an effect on human T cells and impair Th17 differentiation. Autoantibodies against EPCR and SR-BI block the functions of their targets, thereby promoting pro-inflammatory phenotype.

## Abstract (web summary)

Autoantibodies against endothelium have been recognized in Takayasu arteritis (TAK). Here the authors identify endothelial protein C receptor and scavenger receptor class B type 1 as major autoantigens in TAK, and find autoantibodies inhibit the negative regulation of endothelial activation.

## Introduction

Takayasu arteritis (TAK), a type of large vessel vasculitis (LVV), affects the aorta and its major branches^1^. Because there does not exist an animal model, TAK studies have been conducted using human samples; its pathogenesis is mostly unclear^2,3^. Granulomatous vasculitis is a typical pathological finding, and T cells have been implicated as key players; myeloid cells, including macrophages, are effector cells that promote disease progression^4,5^. In addition to such cellular immune reactions, the involvement of B cells and autoantibodies has been described^6^. Initially, the presence of antiaortic antibodies was documented by complement fixation test and hemagglutination test with homogenized human aorta^7,8^. Since the 1990s, high numbers of patients with TAK who had antiendothelial cell antibodies (AECAs) have been reported^9–11^; several studies identified the pathogenic effects of AECAs in TAK, including endothelial cell activation^12^, cytotoxicity^13^, cytokine production, and apoptosis^14^. Recently, IgG from patients with TAK was found to activate the mammalian target of rapamycin pathway^15^.

Identifying target antigens has been difficult. Target antigens of AECAs are heterogeneous and include membrane component, ligand-receptor complex, and molecule adhering to plasma membrane^16^. Autoantigens may be either constitutively expressed and translocated from intracellular compartment to membrane. Anti-neutrophil cytoplasmic antibodies are one of the autoantibodies which recognize intracellular antigens and their pathogenic roles have been implicated^17^. Immunoprecipitation and proteomics using two-dimensional electrophoresis are preferred for autoantigen identification^18^. These detection methods do not differentiate between cell-surface molecules and intracellular molecules. Furthermore, extraction of some membrane proteins is difficult in proteomics analysis, making it challenging to identify membrane proteins like AECA targets^19^. Therefore, we constructed an expression cloning system to identify cell-surface antigens: serological identification system for autoantigens using a retroviral vector and flow cytometry (SARF)^18,20^. In SARF, a cDNA library of endothelial cells is integrated into mammalian cells by retroviral vectors. Cells expressing the cDNA library are stained with prototype AECAs and fluorescent-conjugated secondary anti-human IgG, and cells with fluorescence are sorted. Autoantigen identification is performed by analyzing the cDNA inserted into the sorted cells. Our studies have shown the usefulness of this system for identifying cell-surface autoantigens^18,20,21^.

One of the greatest issues in clinical practice is the absence of disease-specific testing for TAK^22^. Relapse is frequent, which accounts for approximately 60% of patients^23^. Although inflammatory markers and imaging studies are now used for TAK diagnosis and management, interpretation of these results is sometimes difficult because of their non-specificity. Therefore, disease-specific autoantibodies in TAK would be extremely important for clinical application and elucidating pathophysiology.

In this study, we therefore aim to identify autoantigens in TAK by using SARF, and successfully identify two membrane proteins, endothelial protein C receptor (EPCR) and scavenger receptor class B type 1 (SR-BI), as major autoantigens in TAK.

## Results

### Sorting of cells expressing cell-surface autoantigens for TAK

AECA activities for human aortic endothelial cells (HAECs) and human umbilical vein endothelial cells (HUVECs) treated with or without tumor necrosis factor-α (TNF-α) were compared in 21 patients with TAK (Supplementary Fig. 1); no significant differences were noted (Fig. 1a). Therefore, we generated a cDNA library from unstimulated HUVECs.

**Fig. 1:**
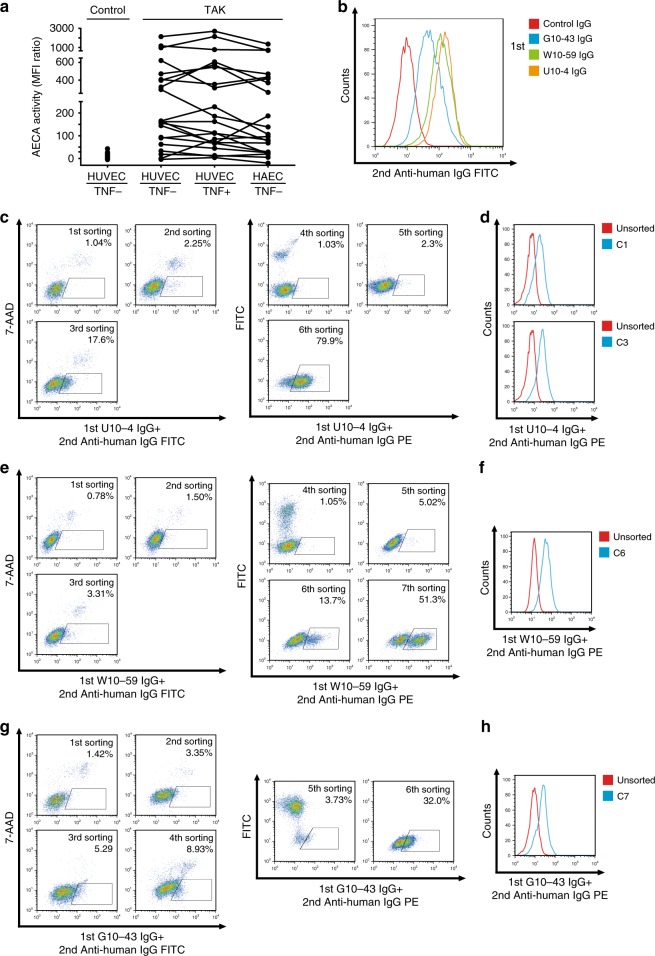
Subcloning of autoantigen-expressing cells by using IgG from patients with Takayasu arteritis. **a** AECA activity against HAECs or HUVECs treated with or without 1 ng/mL TNF-α for 6 h was measured with flow cytometry in patients with Takayasu arteritis (TAK, *n* = 21). Dots represent the data for individual subjects. Dots connected with lines indicate the same patients. Control indicates healthy individuals (*n* = 79). **b** Nonpermeabilized HUVECs were stained with 0.5 mg/mL purified IgG obtained from a healthy individual or patients with TAK, followed by incubation with secondary antibody and flow cytometry analysis. **c**–**h** Sorting of cells expressing cell-surface autoantigens by using three different AECAs. **c**, **e**, **g** YB2/0 cells expressing HUVEC cDNA were stained with 0.5 mg/mL U10-4 IgG (**c**), W10-59 IgG (**e**), or G10-43 IgG (**g**), followed by incubation with secondary antibody, and cells in the positive fraction (squares) were sorted by flow cytometry. FITC-conjugated IgG antibody was initially used, and PE-conjugated IgG antibody was subsequently used as a secondary antibody. **d**, **f**, **h** Binding activity of serum IgG to unsorted cells or cloned cells from sorted cells (C1 [upper] and C3 [lower] isolated from U10-4, D; C6 isolated from W10-59, F; C7 isolated from G10-43, H, respectively); cells were stained with 0.5 mg/mL prototype AECA IgG, followed by incubation with secondary antibody and flow cytometry analysis. G10-43, W10-59, and U10-4 indicate the serum sample number.

Next, we selected nine AECA serum samples for SARF and successfully completed SARF using three serum samples (U10-4, W10-59, and G10-43) whose AECA activities are shown in Fig. 1b. Using SARF, HUVEC cDNA–expressing YB2/0 cells were incubated with U10-4 IgG and FITC-conjugated secondary antibody, and cells with strong FITC signals were sorted (Fig. 1c). After cell expansion, we performed two more rounds of cell sorting and found cells with strong autofluorescence in the sorted cells. Therefore, PE-conjugated antibody was used instead of the FITC-conjugated secondary antibody, and cells with strong PE signals were further sorted. After the sixth round of sorting, cells bound to U10-4 IgG markedly increased. Then, two clones (C1 and C3) were established from the U10-4 IgG-binding cell population by the limiting dilution method (Fig. 1d). Similarly, SARF was conducted with W10-59 IgG (Fig. 1e, f) and G10-43 IgG (Fig. 1g, h), and one clone was isolated from each serum sample (C6 from W10-59 and C7 from G10-43; Fig. 1f, h).

### EPCR and SR-BI as cell-surface autoantigens in TAK

After PCR amplification and cloning of HUVEC cDNA inserted into the genomic DNA of C1 and C3 clones from the U10-4 sample (Fig. 2a), DNA sequencing and BLAST analysis were performed. PCR bands from two clones at around 2000 bp were found to correspond to the same gene *PROCR* (GenBank accession number NM 006404.4, Fig. 2b) encoding EPCR, and EPCR expression on the cell surfaces of the C1 and C3 clones was confirmed (Fig. 2c). Next, we generated EPCR-expressing YB2/0 cells (Supplementary Fig. 2a–c). U10-4 IgG showed significant binding activity to EPCR-expressing cells (Fig. 2d). Incubation with soluble recombinant EPCR protein inhibited this U10-4 IgG binding (Fig. 2e). In addition, the binding activity of U10-4 serum to recombinant EPCR protein was confirmed by Western blotting (Fig. 2f).

**Fig. 2:**
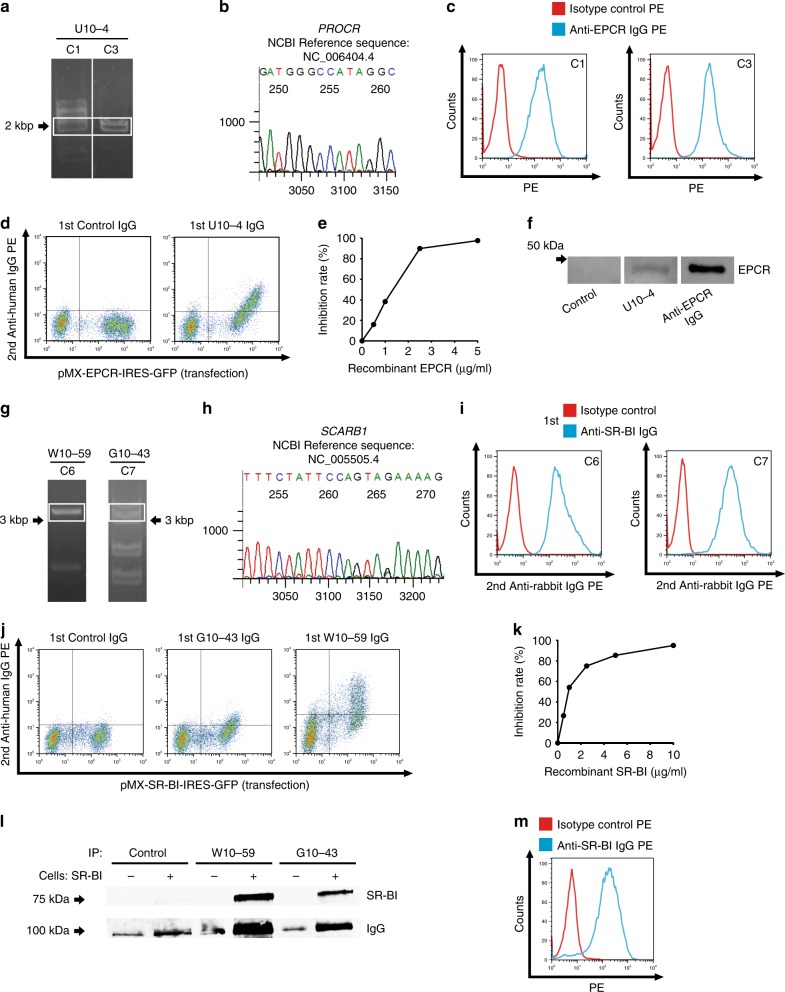
Identification of endothelial protein C receptor (EPCR) and scavenger receptor class B type 1 (SR-BI) as endothelial autoantigens in Takayasu arteritis. **a** HUVEC cDNA fragments inserted into the genomic DNA of C1 and C3 clones established with U10-4 IgG were amplified, and PCR products were electrophoresed on a 0.8% agarose gel. **b** DNA sequencing was performed for the PCR products obtained around 2000 bp for C1, followed by BLAST analysis. **c** C1 (left) and C3 (right) were stained with PE-conjugated isotype control or PE-conjugated anti-human EPCR antibody and analyzed with flow cytometry. **d** The expression vector EPCR-IRES-GFP was transfected into YB 2/0 cells, and the cells were stained with 0.5 mg/mL control IgG or U10-4 IgG, followed by incubation with secondary antibody and flow cytometry analysis. **e** Inhibition tests for binding activities to YB2/0 cells overexpressing EPCR were performed using 0.5 mg/mL U10-4 IgG with soluble recombinant EPCR at the indicated concentrations. **f** Western blotting of recombinant EPCR proteins was performed, and they were stained with control serum, U10-4 serum, or anti-human EPCR antibody, followed by secondary antibodies. **g** HUVEC cDNA fragments inserted into the genomic DNA of C6 clones established with W10-59 IgG and C7 by using G10-43 IgG were amplified, and PCR products were electrophoresed on a 0.8% agarose gel. **h** DNA sequencing was performed for the PCR products obtained around 3000 bp for C7, followed by BLAST analysis. **i** C6 (left) and C7 (right) were stained with anti-human SR-BI antibody or isotype control, followed by incubation with secondary antibody and flow cytometry analysis. **j** The expression vector SR-BI-IRES-GFP was transfected into YB 2/0 cells, and the cells were stained with 0.5 mg/mL control IgG, W10-59 IgG, or G10-43 IgG, followed by incubation with secondary antibody and flow cytometry analysis. **k** Inhibition tests for binding activities to YB2/0 cells overexpressing SR-BI were conducted using 0.5 mg/mL W10-59 IgG with soluble recombinant SR-BI at the indicated concentrations. **l** YB2/0 cells expressing with or without SR-BI were reacted with control, W10-59, or G10-43 serum. Cells were then lysed and immunoprecipitation was performed. Western blotting was then performed, and the membrane was analyzed for the expression of SR-BI and human IgG. **m** Nonpermeabilized HUVECs were stained with PE-conjugated anti-human SR-BI antibody or isotype control and analyzed with flow cytometry. G10-43, W10-59, and U10-4 indicate the serum sample number.

PCR amplification of C6 isolated from W10-59 and C7 isolated from G10-43 showed similar bands around 3000 bp (Fig. 2g). DNA sequencing revealed that these bands corresponded to the same gene *SCARB1* (GenBank accession number NM 005505.4, Fig. 2h) encoding SR-BI. Similar to anti-EPCR activity in the U10-4 sample, anti-SR-BI activity was confirmed in the W10-59 and G10-43 samples (Fig. 2i–l, Supplementary Fig. 2d–f). Importantly, anti-SR-BI activity of AECA was not documented by the standard Western blotting. However, we confirmed anti-SR-BI activity by using immunoprecipitation (Fig. 2l), indicating that the spatial structure of SR-BI protein was important for the binding of anti-SR-BI autoantibodies. To further confirm cDNA inserted into cloned cells, we performed microarray analysis to compare expressions of mRNA between cloned cells and untransfected YB2/0 cells. 

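For this comparison, total RNA from 1 sample of control YB2/0 cells and 1 sample of sorted YB2/0 cells was labelled with biotin and hybridised to Affymetrix arrays whose probe sets are named by human genes in the array's annotation. YB2/0 is a rat myeloma cell line, so transcripts of an inserted human cDNA match the probes, whereas rat transcripts are measured only as far as they hybridise to them. The deposited labels call the second sample sorted, the paper's text speaks of cloned cells, and neither names the serum or clone behind it. The authors deposited for each probe set a MAS5 signal, which is an intensity on a linear scale, a detection call of Present, Marginal or Absent, and a detection p-value. Each array had been scaled as a whole, and its mean signal without the 2% at either end was 500.0. In control cells 4929 probe sets (9.02%) were called Present, and in sorted cells 4556 (8.33%). The other probe sets were mostly Absent, with a median signal of 239.7 in control cells and 236.6 in sorted cells. Most human genes therefore have no measured level in either sample. Present calls reached a detection p-value of 0.0490, taken for each probe set on its own, so part of them may be chance. Without the Affymetrix control probe sets, 6821 were Present on at least 1 array and 2556 on both. The hybridisation spikes, which are added to each sample in fixed amounts, are read by 18 probe sets, and their log2 ratio of sorted over control signal lay between -0.58 and 0.57. The polyA spikes, which are carried through the labelling, are read by 24 probe sets, and their log2 ratio lay between -0.87 and 0.90, with a median of -0.48.

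Signals were compared as deposited, as the log2 ratio of sorted over control cells, without further normalization. A probe set was counted as higher in sorted cells at 2-fold or more if it was Present there, and as lower at 2-fold or more if it was Present in control cells. Where a probe set was Present on 1 array and Absent on the other, the fold is given as a lower limit by 1 rule, with the dim array set at the higher of its own signal and the lowest signal of its Present probe sets. A higher floor for dim signals gives smaller folds. With 1 array per condition there is no replicate error, and no test of a difference was made. For a gene list, each gene was taken at its brightest probe set, and the median log2 ratio was placed among 10000 random lists of the same size and of similar signal, as a description of these 2 arrays.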

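PROCR encodes EPCR, the endothelial receptor for protein C, and is read by probe set 203650_at. Its signal was 186 in control cells, where it was Absent, and 528933 in sorted cells, where it was Present, so by this rule it was at least 2844-fold higher in sorted cells. SCARB1 encodes SR-BI, a receptor for high-density lipoprotein, and is read by 5 probe sets. Probe set 201819_at had a signal of 99.9 in control cells and 61076 in sorted cells, at least 412-fold higher by the same rule. Probe set 1552256_a_at had a signal of 1176 in control cells and 120463 in sorted cells, at least 102-fold higher. Both were Absent in control cells and Present in sorted cells. A further SCARB1 probe set, 215834_x_at, was Absent at 116 in control cells and Marginal at 2037 in sorted cells. The remaining SCARB1 probe sets, 215835_at and 232421_at, were Absent in both samples.

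Among 54613 probe sets, PROCR had the highest log2 ratio of the signals as deposited, 11.47, and SCARB1 held rank 4 with 201819_at and rank 7 with 1552256_a_at. These ratios are taken against signals called Absent, and 201819_at held rank 5 with a floor on dim signals and rank 2 among gene-specific probe sets. Ranks 2 and 3 were held by 212995_x_at and 213166_x_at, each annotated to several genes. Rank 5 was held by SPCS1, which encodes a subunit of the signal peptidase. The rank between SPCS1 and 1552256_a_at was held by a probe set not Present in sorted cells. A high rank alone therefore does not show detection. By the 2-fold rule, 879 probe sets were higher in sorted cells and 965 were lower. Of 36 endothelial cell genes listed for the HUVEC library, 34 had a probe set naming 1 gene and 6 were Present in at least 1 sample. EDN1, the precursor of endothelin, HHEX and ICAM2 were higher in sorted cells, CAV1 and SPARC were lower, and 1 gene was neither. The median log2 ratio of these 6 genes was 1.01, at percentile 98.3 of the random lists, but it was -0.059 over the 34 genes when no detection call was required. VWF and PECAM1, both markers of endothelial cells, were Absent in both samples. A protein C pathway list that leaves out PROCR itself had 12 genes with a probe set naming 1 gene. Of these, 1 was Present in at least 1 sample, F8, with a log2 ratio of 0.55. The median over all 12 was in the other direction, -1.09 (percentile 3.35). The genes other than F8 were Absent in both samples, so this median rests on signals that were mostly not detected. An HDL and scavenger receptor list that leaves out SCARB1 itself had 14 such genes, of which 3 were Present in at least 1 sample. Their median log2 ratio was -0.50. It turned to 0.20 over all 14, the others being Absent in both samples, and to 0.30 with gene-specific probe sets. STAB1 was lower by the 2-fold rule with a log2 ratio of -1.43. At probe sets other than the brightest, ABCA1 (2.04) and SCARB2 (1.33) were higher by this rule and APOE (-2.76) was lower. The value of ABCA1 is taken against an Absent signal of 157 in control cells. At the brightest probe sets none of these genes passed the rule. There the log2 ratio was -0.39 for ABCA1, 0.17 for SCARB2, Absent in both samples, and -0.50 for APOE.

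The ratios depend on the treatment of dim signals. When signals under the median of the Absent probe sets were raised to that median, which is above the limit used for the folds, the log2 ratio was 11.11 for PROCR and fell from 9.26 to 7.99 for 201819_at. The paper made this comparison to examine the cDNA inserted into the cloned cells, after PCR products of the clones had been sequenced (Fig. 2b, h).

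**Figure D1:**
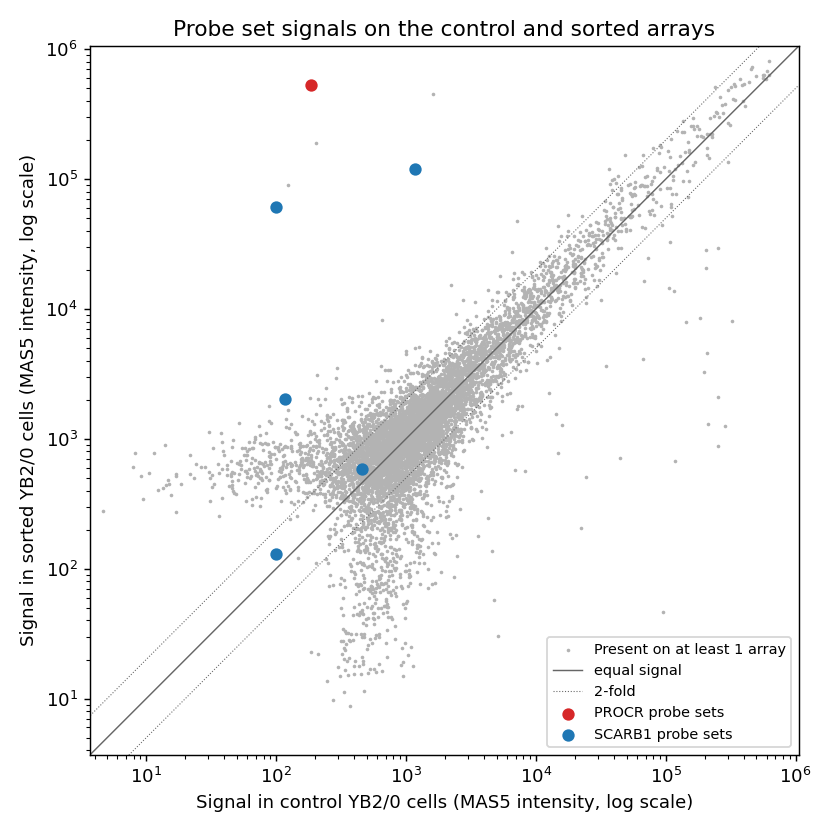
Signal of each probe set in control cells (horizontal axis) and in sorted cells (vertical axis), both as MAS5 intensity on log scales, from 1 array each. Grey points are probe sets Present on at least 1 array, coloured points are all probe sets of PROCR and SCARB1, the solid line marks equal signals and the dotted lines a 2-fold difference. PROCR lies at 186 and 528933.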

Microarray analysis showed that EPCR and SR-BI signals dramatically increased in cloned cells (Supplementary Fig. 3a). Anti-EPCR and anti-SR-BI activities were examined in nine prototype TAK serum samples for SARF. Anti-EPCR or anti-SR-BI activity was observed in four serum samples each, without overlap (Supplementary Fig. 3b).

### Expression of EPCR and SR-BI in TAK tissue

Although thickening of intimal layers of the aorta is the hallmark of TAK, this has been considered as the secondary phenomenon and the main inflammatory site of TAK is in vasa vasorum^24^. To investigate the expression of autoantigens in TAK, immunohistochemistry was performed using resected aorta from TAK patients. Vasa vasorum vasculitis with infiltration of inflammatory cells was observed in TAK tissue, and endothelium of vasa vasorum expressed both EPCR and SR-BI (Fig. 3). Although EPCR and SR-BI were also expressed in the endothelial cells of the affected aortic lumen (Supplementary Fig. 4), their expressions were more intense in the vasa vasorum, suggesting their roles in vasa vasorum vasculitis. Immunohistochemistry was also performed in non-inflammatory aortic tissue to investigate expressions of EPCR and SR-BI as disease controls. Surgical specimen from patients with aortic aneurysm and aortic stenosis, and an autopsy sample from a patient with hypothyroidism were analyzed. The expression of EPCR was not evident in the intima, and the endothelium of vasa vasorum was stained weakly in non-inflammatory aortic tissue (Fig. 3a and Supplementary Fig. 4a). The expression of SR-BI was also detected in the endothelium of vasa vasorum, whereas the intimal layer was not stained in some samples of non-inflammatory aortic tissue (Fig. 3b and Supplementary Fig. 4b).

**Fig. 3:**
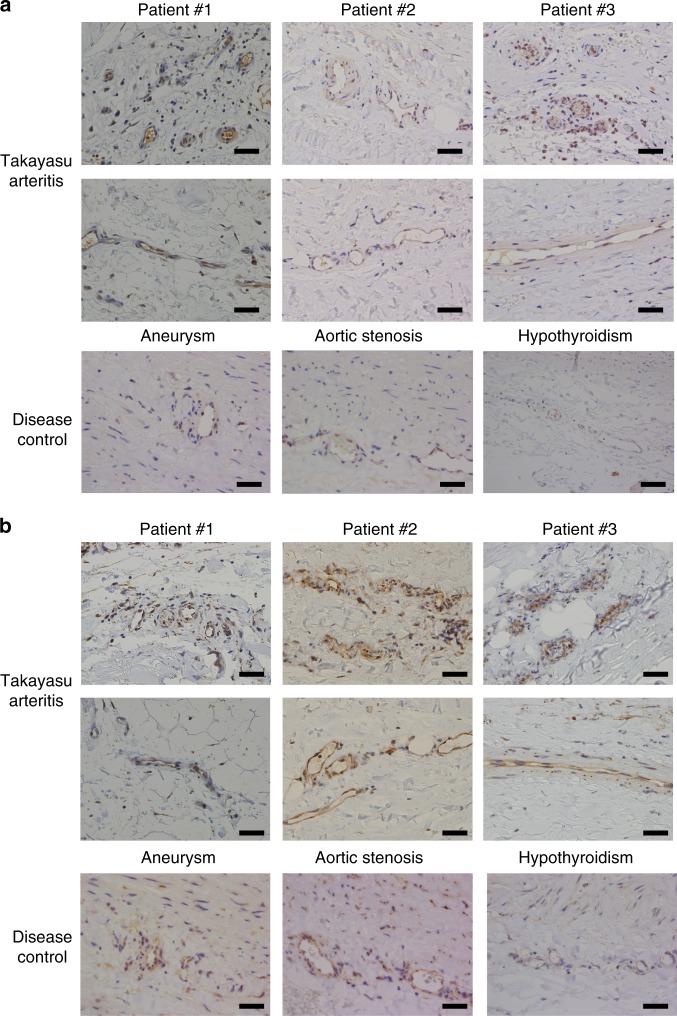
Expressions of EPCR and SR-BI in the vasa vasorum of the aorta. Immunohistochemical analysis was performed against EPCR (**a**) and SR-BI (**b**) in resected aortic tissue from three different patients with TAK (upper two columns) and non-inflammatory aortic tissue as disease controls (lower column). Disease controls included surgical specimen from patients with aortic aneurysm and aortic stenosis, and an autopsy sample from a patient with hypothyroidism. Expressions in the vasa vasorum of the aorta are shown. Black bar indicates 40 µm.

### Distribution of patients with anti-EPCR or anti-SR-BI activity

To validate these autoantibodies in TAK, we measured anti-EPCR and anti-SR-BI activities in 52 patients with active TAK (Fig. 4a, b and Supplementary Fig. 1). Anti-EPCR antibodies were detected in 18 patients (34.6%), and anti-SR-BI antibodies, in 19 (36.5%); both antibodies were detected in two patients (Fig. 4c). The anti-EPCR or anti-SR-BI activity of these serum samples was confirmed by inhibition tests (Supplementary Fig. 5).

**Fig. 4:**
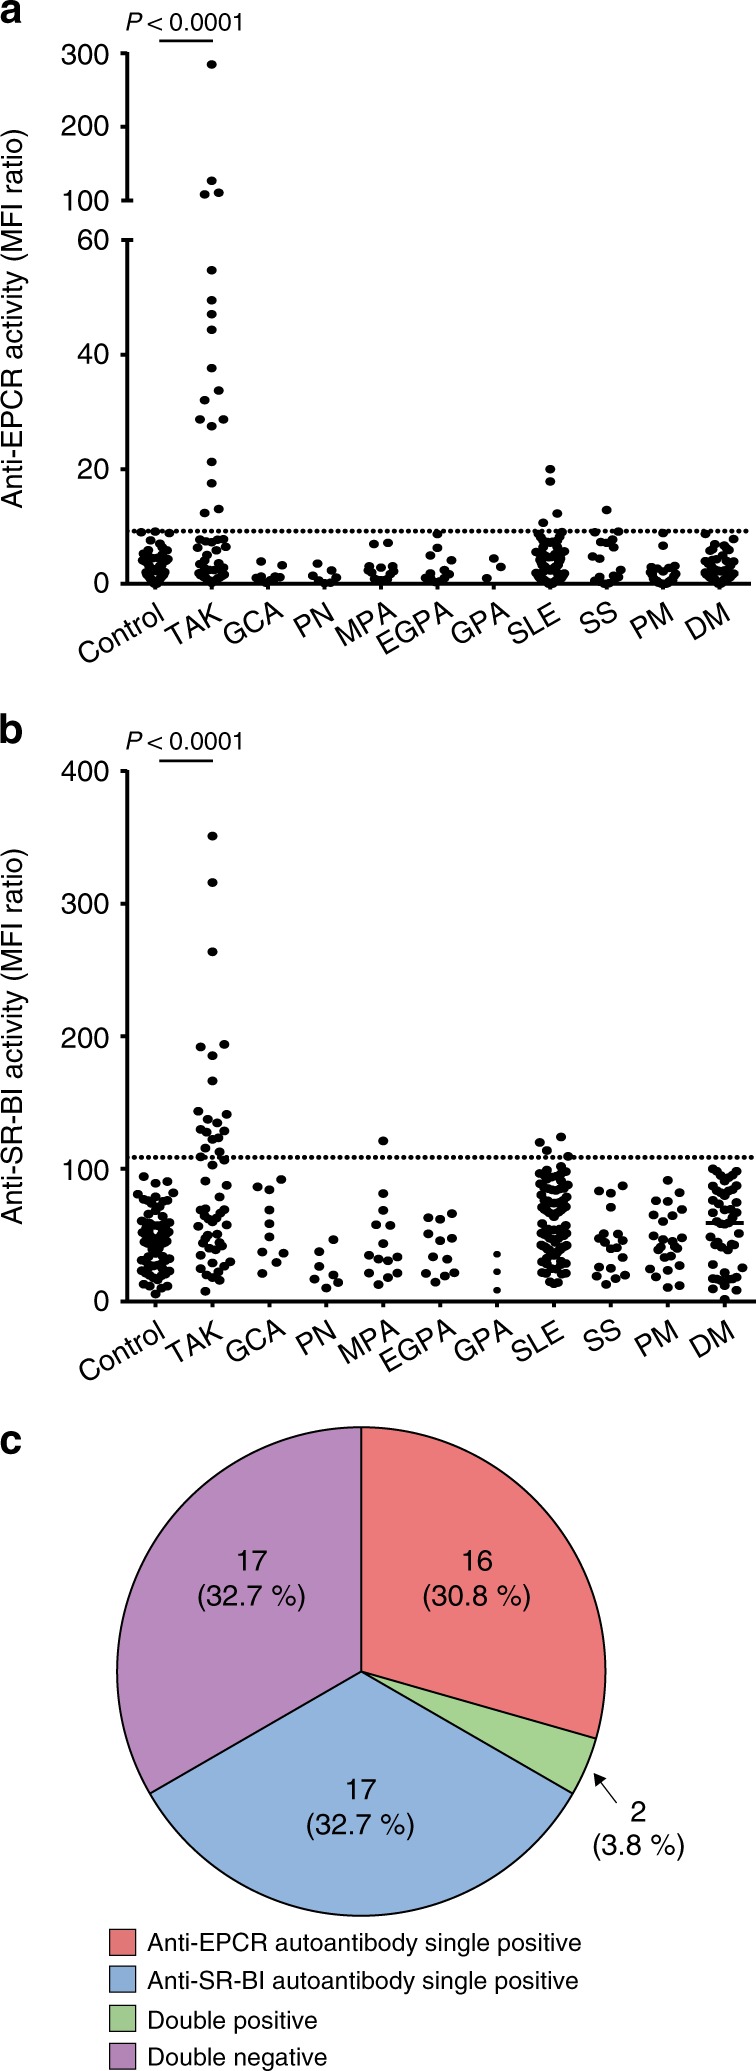
Distribution of patients with anti-EPCR and anti-SR-BI activities. **a**, **b** The distribution of anti-EPCR (**a**) and anti-SR-BI (**b**) autoantibodies in healthy controls and patients with various autoimmune rheumatic diseases was measured with flow cytometry. Dots represent the data for individual subjects. The broken horizontal line indicates the cut-off value for high activity (mean + 3 SD). Control represents 79 healthy individuals. Autoimmune rheumatic diseases include active Takayasu arteritis (TAK, *n* = 52), giant cell arteritis (GCA, *n* = 10), polyarteritis nodosa (PN, *n* = 7), microscopic polyangiitis (MPA, *n* = 14), eosinophilic granulomatosis with polyangiitis (EGPA, *n* = 12), granulomatosis with polyangiitis (GPA, *n* = 3), systemic lupus erythematosus (SLE, *n* = 93), Sjögren’s syndrome (SS, *n* = 18), polymyositis (PM, *n* = 24), and dermatomyositis (DM, *n* = 47). **c** The relative frequency of anti-EPCR and anti-SR-BI autoantibodies in patients with active TAK (*n* = 52) is shown. The numbers of patients and their proportions are indicated in the Figure. Statistical analysis was performed using one-way ANOVA test followed by Tukey’s post hoc test. MFI represents mean fluorescent intensity.

To test autoantibody specificity for TAK, anti-EPCR, and anti-SR-BI activities were also measured in other vasculitides and autoimmune rheumatic diseases (Fig. 4a, b). Ten patients who had giant cell arteritis (GCA) with positive results in temporal artery biopsy possessed neither of them although three patients manifested large-vessel involvement. Anti-EPCR activity was detected in 1 of 18 patients with Sjögren’s syndrome and 4 of 93 patients with systemic lupus erythematosus (SLE); anti-SR-BI activity was detected in 1 of 14 patients with microscopic polyangiitis and 4 of 93 patients with SLE. In summary, the sensitivity and specificity of two autoantibodies in autoimmune rheumatic diseases were 67.3 and 98.0%, respectively.

### Clinical characteristics of patients with TAK who had autoantibodies

The coexistence of both autoantibodies was rare (*n* = 2); most patients with active TAK were classified as anti-SR-BI single positive (*n* = 17), anti-EPCR single positive (*n* = 16), or double negative (*n* = 17). Their clinical characteristics have been presented in Supplementary Tables 1, 2. We selected ten parameters which we considered as clinically important and performed statistical analysis as shown in Table 1. To correct multiplicity, *P* < 0.005 was considered to be statistically significant using Bonferroni method.

**Table 1:** Statistical comparison among 50 Takayasu arteritis patients with or without anti-EPCR or anti-SR-BI autoantibodies.

	SR-BI+ EPCR− *n* = 17	SR-BI− EPCR+ *n* = 16	SR-BI− EPCR− *n* = 17	*P* value
Stroke	0 (0%)	4 (25.0%)	1 (5.9%)	0.045
Cardiovascular diseases	2 (11.8%)	3 (18.8%)	4 (23.5%)	0.67
Aortic regurgitation	1 (5.9%)	7 (43.8%)	8 (47.1%)	0.017
Ulcerative colitis	1 (5.9%)	6 (37.5%)	0 (0%)	0.004
Surgical history	3 (17.7%)	3 (17.7%)	7 (41.2%)	0.19
CRP (mg/dL)	8.2 ± 7.4	3.2 ± 2.9	3.3 ± 3.0	0.004
ESR (mm/h)	78.4 ± 35.2	42.1 ± 34.2	58.1 ± 39.7	0.032
Classification of affected vessel				
I	1 (5.9%)	2 (12.5%)	2 (11.8%)	0.78
II	4 (23.5%)	10 (62.5%)	8 (47.1%)	0.075
V	11 (64.7%)	4 (25.0%)	4 (23.5%)	0.020

Values represent mean ± SD, median (minimum to maximum), or number (%). Categorical variables were analyzed using the χ² test. Continuous variables were analyzed using one-way ANOVA.

*CRP* C-reactive protein, *ESR* erythrocyte sedimentation rate.

Anti-SR-BI-positive patients were relatively older (mean, 41.2 years), and aortic regurgitation (AR) was relatively less than in other types. They exhibited elevated levels of inflammatory markers, including C-reactive protein (*P* = 0.004, one-way ANOVA), and relative elevation of erythrocyte sedimentation rate; 64.7% patients had type V artery lesions. Patients with anti-EPCR autoantibodies tended to experience more strokes (25.0%) and had significantly higher frequencies of ulcerative colitis (UC) (*P* = 0.004, *χ*² test). Lesser numbers of arteries were affected, and 62.5% patients had type II artery lesions. Patients without these autoantibodies had increased rates of surgery (41.2%), most of which were performed for AR.

Serial measurements of these autoantibodies showed that anti-EPCR autoantibody titers decreased following immunosuppressive treatment and anti-SR-BI autoantibodies increased on relapse (Supplementary Fig. 6).

Because the complication of UC was significantly higher in patients with anti-EPCR autoantibodies, we measured anti-EPCR autoantibodies in 35 patients with primary UC. Surprisingly, 68.6% of UC sera possessed binding activities to EPCR (Table 2 and Supplementary Fig. 7), suggesting common pathophysiology among TAK and UC. Anti-SR-BI autoantibodies were not detected in primary UC.

**Table 2:** Positivity of autoantibodies in patients with primary ulcerative colitis.

	Positive	Negative	Positivity (%)
Anti-EPCR activity	24	11	68.6
Anti-SR-BI activity	0	35	0.0

### Anti-EPCR and SR-BI autoantibodies increased endothelial activation

EPCR is a receptor for activated protein C (APC), and binding of APC to EPCR results in anti-inflammatory activity^25–27^. TNF-α (pro-inflammatory cytokine) activated the endothelium and upregulated adhesion molecules, including E-selectin, vascular cell adhesion molecule 1, and intercellular adhesion molecule 1 (Fig. 5a). APC addition inhibited upregulation of adhesion molecules by TNF-α (Fig. 5a); this effect was noted at the transcriptional level (Fig. 5b). Pre-incubation of HUVECs with anti-EPCR antibody or AECA IgG with anti-EPCR activity (J11-14) at the concentration corresponding to 1:10 diluted serum blocked the protective effect of APC on adhesion molecules (Fig. 5c, d), whereas incubation with control IgG or AECA-negative TAK IgG did not. In the absence of APC, pre-incubation with J11-14 IgG did not change expressions of adhesion molecules (Supplementary Fig. 8a). This blocking effect of IgG was dose dependent (Supplementary Fig. 8b); recombinant EPCR proteins reversed the blocking effect (Supplementary Fig. 9). Anti-EPCR autoantibodies from different patients with TAK also showed blocking activity (Supplementary Fig. 10). Other endothelial cells including HAECs and human pulmonary endothelial cells (HPAECs) also expressed EPCR, and similar blocking effect of anti-EPCR autoantibodies was also observed in these cells (Supplementary Fig. 11).

**Fig. 5:**
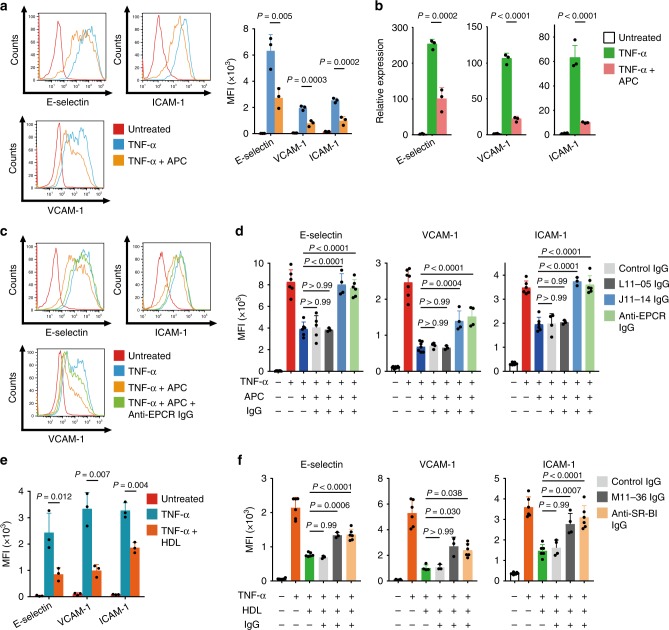
Blocking of anti-inflammatory activities of EPCR and SR-BI by autoantibodies in Takayasu arteritis. **a**, **b** HUVECs were treated with or without 10 µg/mL APC for 13 h and stimulated with 100 pg/mL TNF-α for 5 h. The expression of adhesion molecules, including E-selectin, VCAM-1, and ICAM-1, was analyzed with flow cytometry. Representative histograms (left) and the summary graph (right, *n* = 3) are shown in **a**. The mRNA expression level was measured by quantitative PCR in **b**. GAPDH was used as the internal control. **c** HUVECs were incubated with the isotype or 10 µg/mL anti-EPCR antibody for 1 h and treated with or without 10 µg/mL APC for 13 h. Then, cells were stimulated with 100 pg/mL TNF-α for 5 h. The expression of adhesion molecules was analyzed with flow cytometry. **d** HUVECs were incubated with or without IgG for 1 h. IgG included 10 µg/mL anti-EPCR antibody, 2.56 mg/mL control IgG, 2.56 mg/mL IgG from an AECA-negative TAK sample (L11-05), or 2.56 mg/mL IgG from anti-EPCR-positive TAK AECA sample (J11-14). The cells were subsequently treated as described above, and the expression of adhesion molecules was analyzed. **e** HUVECs were treated with or without 1 mg/mL high-density lipoprotein (HDL) for 16 h and stimulated with 100 pg/mL TNF-α for 5 h. Adhesion molecules were analyzed by flow cytometry; the summary graph is shown (*n* = 5). **f** HUVECs were incubated with or without IgG for 1 h. IgG included 10 µg/mL anti-SR-BI antibody, 2.56 mg/mL control IgG, or 2.56 mg/mL IgG from anti-SR-BI positive TAK AECAs (M11-36). Cells were subsequently treated with or without 1 mg/mL of HDL as described above, and adhesion molecules were analyzed (*n* = 3). Data are indicated as mean ± SD. At least three independent experiments were performed in all cases. Statistical analysis was performed using one-way ANOVA followed by Tukey’s post hoc test. MFI represents mean fluorescent intensity. L11-05, J11-14, and M11-36 indicate the serum sample number.

One of the ligands for SR-BI is high density lipoprotein (HDL)^28–30^, which also acts as a negative regulator of endothelial activation (Fig. 5e). Anti-SR-BI-positive TAK AECAs (M11-36) inhibited HDL uptake in HUVECs (Supplementary Fig. 12a, b). Anti-EPCR-positive TAK AECAs did not interfere the uptake of HDL (Supplementary Fig. 12c). Commercially available anti-SR-BI IgG and anti-SR-BI-positive TAK AECAs also dose-dependently blocked the protective effect of HDL on TNF-α-treated HUVECs (Fig. 5f and Supplementary Figs. 13, 14), which was reversed by the addition of recombinant SR-BI (Supplementary Fig. 15). HAECs and HPAECs also expressed SR-BI, and anti-SR-BI autoantibodies blocked the effects of HDL (Supplementary Fig. 16). Thus, anti-SR-BI autoantibodies also promoted endothelial activation. HDL exerts anti-inflammatory actions mainly by increasing nitric oxide bioavailability^31^. Measurement of nitric oxide synthase (NOS) activity revealed that anti-SR-BI autoantibodies suppressed NOS activity (Supplementary Fig. 17).

### Anti-EPCR autoantibodies promoted Th17 differentiation

T cells are the main players in TAK^2^, and association with Th17 cells has been implicated^32,33^. Recently, Kishi et al. reported that EPCR negatively regulated Th17 differentiation in mice^34^. Therefore, we hypothesized that anti-EPCR autoantibodies could alter Th17 differentiation in human TAK.

Human naive CD4 T cells were stimulated with CD3/CD28 beads, and EPCR expression was analyzed. EPCR expression was induced under Th17 differentiation conditions, and approximately 30% cells expressed EPCR on Day 7 (Fig. 6a, b). APC addition restricted Th17 differentiation; this phenomenon was reversed by adding commercially available anti-EPCR IgG (Fig. 6c). To confirm the effect of anti-EPCR antibody from TAK AECAs (J11-14), CD4 T cells were cultured with control IgG or J11-14 IgG. J11-14 IgG disturbed the negative effect of APC on Th17 differentiation and promoted Th17 differentiation (Fig. 6d). This effect was further confirmed at the transcriptional level. Anti-EPCR autoantibodies blocked retinoid acid receptor-related orphan receptor γt, interleukin (IL)-17A, IL-17F, IL-21, and IL-22 downregulation (Fig. 6e).

**Fig. 6:**
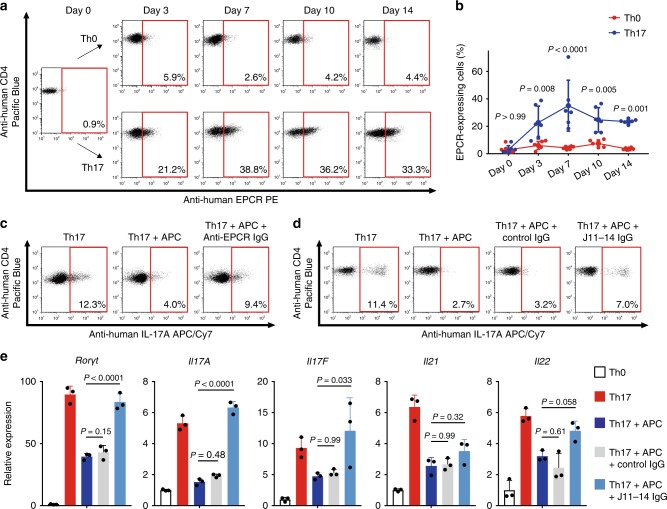
Anti-EPCR autoantibodies in Takayasu arteritis negatively regulates Th17 differentiation. **a**, **b** Human naive CD4^+^ T cells were cultured under Th0 (anti-CD3/anti-CD28 stimulation alone) or Th17 conditions (anti-CD3/anti-CD28 stimulation followed by the addition of interleukin [IL]-6, IL-1β, IL-23, TGF-β1, anti-human interferon-γ antibody, and anti-human IL-4 antibody). The proportion of cells expressing EPCR on day 0, 3, 7, 10, or 14 was analyzed with flow cytometry. Representative dot plots (**a**) and the summary graph (**b** *n* = 3) are shown. **c**, **d** Human naive CD4^+^ T cells were stimulated and cultured under Th17 differentiation conditions, and production of IL-17A on Day 7 was analyzed with flow cytometry. Cells were cultured with or without 10 µg/mL APC and incubated with isotype or anti-EPCR antibody (**c**). Cells were cultured with or without 10 µg/mL APC, and control IgG or IgG from an anti-EPCR-positive TAK AECA sample (J11-14) was further added (**d**). **e** Human naive CD4+ T cells were cultured under Th17 conditions with or without IgG and with or without 10 µg/mL APC for 7 days. IgG included 2.56 mg/mL control IgG and 2.56 mg/mL IgG from anti-EPCR positive TAK AECA (J11-14). The relative expression of *Rorγt*, *IL-17A*, *IL-17F*, *IL-21*, and *IL-22* mRNA were measured with quantitative PCR (*n* = 3). GAPDH was used as internal control. Data are indicated as mean ± SD. At least three independent experiments were performed in all cases. Statistical analysis was performed using two-way ANOVA test (**b**) or one-way ANOVA (**e**) followed by Tukey’s post hoc test. J11-14 indicates the serum sample number.

## Discussion

Identification of major autoantigens in TAK would significantly affect clinical practice and vasculitis research. In this study, we analyzed autoantigens in TAK by using SARF. EPCR and SR-BI (integrated membrane protein receptors) were found to be major autoantigens in TAK and were intensely expressed in the vasa vasorum of TAK tissue. The EPCR induces antithrombotic activity, cytoprotective activity, and barrier protective effects^25^. SR-BI is involved in cholesterol homeostasis and inhibits endothelial inflammation and cell death. Because membrane protein identification via proteomic analysis is difficult^19^, the current success would be attributable to SARF. Meanwhile, endothelial cells are naturally adherent and polarized cells. Cells should be detached from the plate for detection by flow cytometry, and this may lead to change and internalization of surface antigens. Taken together, use of SARF for autoantigen identification could be considered for other diseases in which AECAs have been reported^18^.

Validation of autoantibodies in 52 patients with active TAK, other vasculitides, and other autoimmune rheumatic diseases showed their high specificity in TAK among autoimmune rheumatic diseases (sensitivity, 67.3%; specificity, 98.0%). These data suggested the potential diagnostic role of these autoantibodies. Interestingly, none of GCA patients in this study possessed these autoantibodies, suggesting different etiology among TAK and GCA. Each autoantibody was found in about one-third of the patients; overlap was observed only in two cases. In a previous study, autoantibodies against EPCR were measured in patients with antiphospholipid syndrome (APS)^35^. EPCR was identified as an autoantigen by global screening of HUVEC cDNA in the current study, and high anti-EPCR activity was not detected in patients with SLE complicated by APS in our cohort. Our method detected extracellular domain of EPCR in live cells, while they utilized enzyme-linked immunosorbent assay and measured binding activity to recombinant EPCR proteins. This difference might be important for the specificity of anti-EPCR autoantibodies in TAK. Because high titer of these autoantibodies was not detected in other autoimmune rheumatic diseases, anti-EPCR and anti-SR-BI autoantibodies were considered fairly specific for TAK among autoimmune rheumatic diseases. On the other hand, we further revealed that patients with primary UC possessed autoantibodies against EPCR. Crucial role of EPCR in governing microvascular inflammation in inflammatory bowel disease has been reported^36^. This data in itself has significant impact on the research for UC because of its high prevalence. The co-existence of TAK and UC has been known, and they further share common complications such as spondyloarthritis and pyoderma gangrenosum^37^. Therefore, this result suggests the similar pathogenesis among TAK and UC, which can be characterized by the presence of anti-EPCR autoantibodies. Further studies are required to evaluate association among TAK and UC based on this autoantibody.

Our results suggest three TAK subclasses on the basis of presence of autoantibodies: anti-SR-BI positive, anti-EPCR positive, or double negative. Analysis of the clinical features of the groups revealed relatively distinct phenotypes. In our cohort, patients with anti-SR-BI autoantibodies had wider distribution of LVV and higher inflammatory marker levels than other subgroups and relatively late onset; more than 60% had type V artery lesions. Despite higher inflammatory marker levels, AR frequency was lesser in this group. In anti-EPCR-positive patients, the incidence of cerebrovascular events was higher than in other subgroups and a significant association with UC was observed. Furthermore, 62.5% patients had only type II artery lesions, and abdominal aorta involvement was less common. However, this data do not indicate that the disease activity of these patients was low because inflammatory marker levels are less reliable for determining disease activity in TAK^38^. Anti-EPCR-positive and double-negative patients had greater frequency of AR than the anti-SR-BI-antibody group. These results suggest intense vascular inflammation in the ascending aorta in the first two groups. The surgical intervention tended to be the highest in the double negative group. These data suggest the potential use of these autoantibodies for the subclassification of TAK. Furthermore, the data from serial measurements implicate that these autoantibodies reflect disease activity, suggesting their roles for monitoring disease activity. Taken together, these autoantibodies could be used as a diagnostic, subclassification, and monitoring tool in clinical practice. Because disease-specific markers are extremely helpful, further validation in a larger population should be conducted.

Identification of disease-specific autoantigens improves the understanding of TAK pathogenesis. Autoantigen identification supports the presence of autoantigen-specific B cells in TAK, which require aid from T cells. In the current study, we further revealed the pathogenic potential of these autoantibodies (Fig. 7). Because the autoantigens identified were plasma membrane protein receptors, they had the potential to either block or stimulate receptor signaling. We showed that anti-EPCR and anti-SR-BI autoantibodies functioned as blocking antibodies (Figs. 5, 6). Because their targets are negative regulators of inflammation, the autoantibodies disturb their anti-inflammatory activities, thereby promoting vascular inflammation in vasa vasorum. Particularly, it is possible that suppression of NOS activation underlid the inhibitory action of anti-SR-BI autoantibodies. In humans, a loss-of-function variant of SR-BI was reported to be correlated with increased levels of HDL, and an increased risk of coronary heart disease^39^. In our cohort, there did not exist significant difference in the lipid profiles depending on the presence of autoantibodies. It is possible that lipid profiles were affected by the higher inflammatory activities of anti-SR-BI positive subjects. However, the inhibition of SR-BI by autoantibodies could be the risk for developing atherosclerotic lesions whose occurrence is known to be high in TAK^40^. Further investigations of these autoantibodies in severe atherosclerosis and thrombotic disease would also be important.

**Fig. 7:**
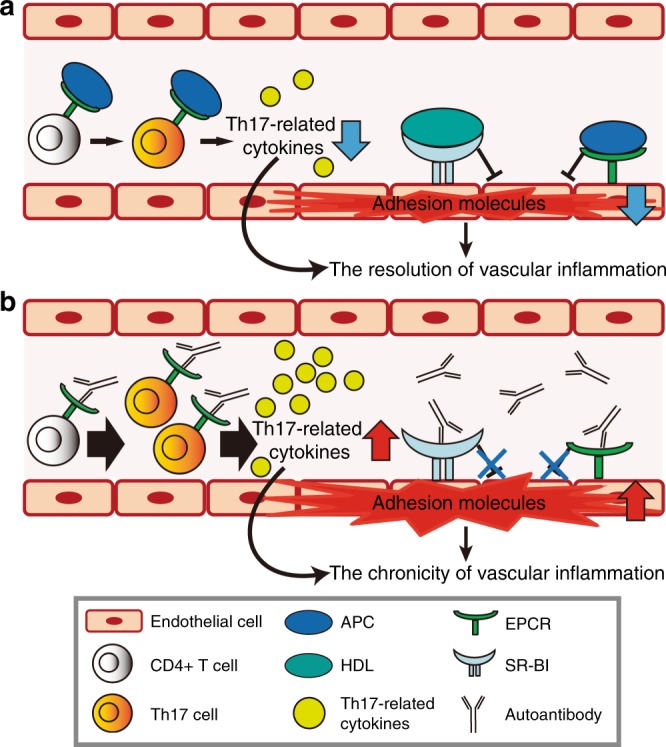
Proposed model for the pathogenicity of AECAs in Takayasu arteritis. **a** APC and HDL, the ligand of EPCR and SR-BI, respectively, suppress expression of adhesion molecules in activated endothelial cells. APC also negatively regulates the differentiation of CD4+ T cells expressing EPCR into Th17 cells, and thus inhibits the production of Th17-related cytokines, including IL-17A, IL-17F, IL-21, and IL-22. These mechanisms contribute to the resolution of vascular inflammation in normal condition. **b** Autoantibodies against EPCR or SR-BI block bindings of corresponding ligands to their receptors, which promote expression of adhesion molecules in endothelial cells. In addition, anti-EPCR autoantibodies disrupt the negative regulation of Th17 differentiation by APC and thus amplify Th17-mediated immune response. As a result, autoantibodies in TAK inhibit the spontaneous resolution of activated immune responses in the vessel wall and thus lead to the chronic vascular inflammation.

We found that anti-EPCR antibodies blocked the negative effect of APC on Th17 differentiation, thus promoting this differentiation. This is a remarkable finding because interference or promotion of Th17 differentiation by autoantibodies has not been previously reported. Considering the pathogenesis of TAK^41^, this function seems quite reasonable and would be important because aberrant Th17 activation has been documented in TAK.

Because both autoantibodies seemed to function in disturbing negative regulation and promoting vascular inflammation, their generation might be the consequence rather than the initiator of vascular inflammation. One hypothesis is that vascular damage accompanied by immune activation initiates and leads to aberrant production of these autoantibodies, thereby modifying the endothelial functions to induce cellular immune reactions in vascular walls by acting through vasa vasorum. In fact, the expressions of both EPCR and SR-BI are limited in the vasa vasorum in non-inflammatory aortic tissue and they are stained weaker than in TAK tissue. These data suggest that the expressions of both EPCR and SR-BI are augmented in the inflammatory lesion of TAK. Thus, the mechanisms how they are regulated in vascular inflammation should also be investigated in future.

The limitation of the current study is that the patients were all Japanese and the study population had limited diversity. Although TAK is a rare disease and 80 patients were enrolled in this study, validation in a larger population is required.

## Conclusion

We identified EPCR and SR-BI as endothelial autoantigens in TAK by using SARF. Autoantibodies against these two receptors were specific for TAK among autoimmune rheumatic diseases, and each accounted for one-third of the patients with TAK. Patients with TAK were subclassified on the basis of these autoantibodies, and each subgroup had specific characteristics. Interestingly, anti-EPCR autoantibodies were also detected in patients with primary UC. EPCR and SR-BI ameliorated pro-inflammatory phenotype, and anti-EPCR and anti-SR-BI autoantibodies promoted pro-inflammatory phenotype by disturbing this negative regulation. Identification of these autoantibodies has opened new avenues for TAK.

## Methods

### Human serum samples

Three hundred and twenty-five patients with autoimmune rheumatic diseases were enrolled: 80, TAK; 10, GCA; and 235, other autoimmune rheumatic diseases. All the patients were diagnosed according to the respective criteria for classification^42–49^. Analysis flowchart of TAK patients was shown in Supplementary Fig. 1. Disease activity was determined according to National Institutes of Health criteria^50^. Thirty-five patients with UC were also recruited. Seventy-nine age-matched and sex-matched healthy donors were enrolled as the control group. The serum samples obtained from all the subjects were stored at −20 °C until use. All subjects provided written informed consent after the purpose of and potential risks involved in the study were explained. The study protocol complies with the principles of the Declaration of Helsinki and was approved by the Ethics Committee of Tohoku University Graduate School of Medicine.

### Cell culture

HUVECs, HAECs, HPAECs, and respective cell culture medium was purchased from Lonza (Basel, Switzerland). Cells were cultured in 5% CO_2_ at 37 °C and used sooner than the sixth passage. Rat myeloma cells, YB2/0, were purchased from American Type Culture Collection (Manassas, VA, USA) and cultured in RPMI 1640 medium (Sigma-Aldrich, St. Louis, MO, USA) containing 10% fetal bovine serum (FBS, Biowest, Miami, FL, USA). Plat-E packaging cells were purchased from Cell Biolabs (San Diego, CA, USA), and cultured in Dulbecco’s Modified Eagle’s Medium (DMEM) (Sigma-Aldrich) containing 10% FBS (Biowest). Human peripheral blood mononuclear cells (PBMC) were isolated by density gradient centrifugation using Ficoll-Paque PLUS (GE Healthcare, Uppsala, Sweden). Naive CD4+ T cells were purified by negative selection using EasySep Human Naive CD4+ T cell Isolation Kit (STEMCELL Technologies, Vancouver, BC, Canada) and were cultured in 96-well U-bottom plates (BD Biosciences, Bedford, MA, USA) in 100 µL RPMI 1640 medium_._ Adherent cells were dissociated from plates using Cell Dissociation Solution (Sigma-Aldrich).

### IgG purification

IgG was purified from sera by using HiTRAP Protein G HP columns (Amersham Biosciences, Roosendaal, The Netherlands) or by Spin column based Antibody Purification Kit (Protein G) (Cosmo Bio, Tokyo, Japan). The concentration of purified IgG was determined by measuring the optical density (OD) at 280 nm. Purified IgG was stored at −20 °C until use.

### Flow cytometry

Fluorescence intensity was measured using BD LSR Fortessa or FACS Canto II (Becton Dickinson, Franklin Lakes, NJ, USA). Cell sorting was performed using BD FACS Aria II (Becton Dickinson). Dead cells were identified by 7-amino-actinomycin D staining (BD Biosciences) and excluded from analysis. All data was analyzed using FlowJo Software (Tree Star, Ashland, OR, USA). Following antibodies were utilized: FITC-conjugated goat anti-human IgG (Fab specific) (F5512, Sigma-Aldrich, 1:50), PE-conjugated goat F(ab’)2 anti-human IgG-Fc (ab98596, Abcam, Cambridge, UK, 1:50), PE-conjugated anti-EPCR antibody (351903, BioLegend, San Diego, CA, USA, 1:50), rat anti-EPCR antibody [RCR-252] (ab81712, Abcam, 1:50), PE-conjugated goat F(ab’)2 anti-rat IgG-Fc (ab6259, Abcam, 1:50), PE-conjugated mouse anti-human SR-BI antibody (363203, BioLegend, 1:50), rabbit anti-human SR-BI antibody (PA5-29789, Abcam, 1:50), PE-conjugated goat anti-rabbit IgG (ab72465, Abcam, 1:50), anti-SR-BI antibody (bs-1186R, Bioss antibodies, Woburn, MA, USA, 1:50), rabbit anti-SR-BI antibody (NB400-113, Novus Biologicals, Littleton, CO, USA, 1:50), PE-conjugated mouse anti-CD62E antibody (336008, BioLegend, 1:100), PE/Cy5-conjugated mouse anti-CD106 antibody (305808, BioLegend, 1:100), PE/Cy7-conjugated mouse anti-CD106 antibody (NBP-47864PECY7, Novus Biologicals, 1:100), Pacific Blue-conjugated mouse anti-CD54 antibody (322716, BioLegend, 1:50), FITC-conjugated mouse anti-human CD3 antibody (555339, BD Biosciences, 1:50), Pacific Blue-conjugated mouse anti-human CD4 antibody (558116, BD Biosciences, 1:50), APC-conjugated mouse anti-human IL-17A antibody (512333, Biolegend, 1:50), APC/Cy7-conjugated mouse anti-human IL-17A antibody (512319, BioLegend, 1:50).

### Measurement of AECA, anti- EPCR, and anti-SR-BI activity

Binding activity of antibodies in serum to the surface of HUVEC and HAEC was measured by flow cytometry^17,19^. Briefly, 1:10 diluted human serum was used as primary antibody with 50 mg/mL goat gamma globulin fraction (Sigma-Aldrich) and a fluorescent-conjugated antibody was used as secondary antibody. To quantify the activity of AECAs, the relative mean fluorescence intensity (MFI) ratio was determined according to the following calculation formula: (sample MFI—control MFI)/control MFI × 100. Cut-off values for activity of AECAs were determined as the mean + 3 standard deviations (SD) of the relative MFI ratio in control groups. To quantify the anti-EPCR or anti-SR-BI activity, the relative MFI ratio was calculated according to the following calculation formula: (MFI of overexpressing cells—MFI of non-overexpressing cells)/MFI of non-overexpressing cells × 100. The cut-off values were determined similarly as mentioned above. The MFI ratio was considered to be the titer of anti-EPCR antibody or anti-SR-BI antibody.

### HUVEC cDNA library

Two different cDNA libraries were used in this study. One cDNA library was previously generated and has been reported^17,19,20^. New HUVEC cDNA library was generated by using SMART cDNA Library Construction kit (Clontech, Madison, WI, USA), in order to improve efficiency and the generated cDNA was ligated into the pRetro-Lib vector (Clontech).

### cDNA library screening: SARF

Autoantigen identification was performed using SARF with some modifications^18,20,21^. Briefly, HUVEC cDNA libraries were retrovirally transfected into the YB2/0 rat myeloma cell line (American Type Culture Collection, Manassas, VA, USA). YB2/0 cells expressing the HUVEC cDNA libraries were incubated with serum IgG with high AECA activity and 1:50 diluted fluorescent-conjugated secondary antibody at 4 °C for 30 min. Cells with high fluorescence levels were sorted with FACS Aria II (Becton Dickinson, Franklin Lakes, NJ, USA). The sorted cells were maintained in culture until cell numbers sufficiently increased for the next sorting. Sorting was repeated for several rounds to concentrate cells bound to prototype IgG. Subsequently, several cell clones were established using the limiting dilution method. The genomic DNA of clones was purified, DNA fragments from the HUVEC cDNA libraries were amplified by PCR, and DNA sequences were analyzed with the BLAST program.

### PCR

DNA fragments from the HUVEC cDNA libraries were amplified by PCR using Takara LA Taq (Takara Bio, Shiga, Japan) with primers corresponding to the 5′ and 3′ ends of the multiple cloning site of pMX (5′-GGTGGACCATCCTCTAGACTG, 3′-CCTTTTTCTGGAGACTAAAT) and pRetro-Lib (5′-AGCCCTCACTCCTTCTCTAG, 3′- ACCTACAGGTGGGGTCTTTCATTCCC) vectors. The PCR products were cloned into pCR-TOPO vector (Invitrogen, San Diego, CA, USA)

### Overexpression of EPCR or SR-BI on YB2/0 cells

The full-length EPCR and SR-BI fragment were confirmed by DNA sequence analysis of sorted cells as described earlier, by using Phusion High-Fidelity DNA Polymerase (Finnzymes, Keilaranta, Espoo, Finland). Primer sequences were: EPCR (5′-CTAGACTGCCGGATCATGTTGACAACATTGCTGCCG, 3′-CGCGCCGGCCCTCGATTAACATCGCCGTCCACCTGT) and SR-BI (5′-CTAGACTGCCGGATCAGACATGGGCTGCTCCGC, 3′-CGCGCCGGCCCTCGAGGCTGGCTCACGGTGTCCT). These PCR products were inserted into pMX-IRES-GFP vector (Cell Biolabs) by using In-Fusion Cloning Kit (Clontech). pMX-EPCR-IRES-GFP vector or pMX-SR-BI-IRES-GFP vector were retrovirally transfected into YB2/0 cells.

### Western blotting

Recombinant EPCR (Abcam) protein was mixed with 2× Laemmli sample buffer (Bio-Rad Laboratories, Hercules, CA, USA). The proteins were electrophoresed on a 12% polyacrylamide gel, and then transferred onto Immobilon transfer membranes (Millipore, Billerica, MA, USA). The membranes were treated with the following antibodies: 1:200 diluted control, U10-4 serum, anti-human EPCR antibody (MAB22451, R&D Systems, Minneapolis, MN, USA, 1:500), IRDye 800CW-conjugated goat anti-human IgG (H + L) (926-32232, LI-COR Biosciences, Lincoln, NE, USA, 1:5000), IRDye 800CW-conjugated goat anti-mouse IgG (926-32210, LI-COR Biosciences, 1:5000). Fluorescence intensity was measured with an Odyssey Infrared Imaging System (LI-COR Biosciences). Uncropped and unprocessed scans were provided in the Source Data file.

### Inhibition test

Recombinant EPCR (Abcam) or SR-BI protein (R&D Systems) was added at the indicated dose. Inhibition rate (%) was calculated as follows: (AECA activity of sample serum—AECA activity of sample serum with recombinant protein)/AECA activity of sample serum × 100.

### Immunoprecipitation (IP)

Untransfected YB 2/0 cells and SR-BI transfected YB 2/0 cells were reacted with serum with anti-SR-BI activity or control serum. The cells were lysed with M-PER Mammalian Protein Extraction Reagent (Pierce Biotechnology Inc., Rockford, IL, USA) followed by incubation with 25 µL of Protein A/G Magnetic Beads (Pierce Biotechnology Inc.). After washing with Tris-buffered saline [10 mM tris (pH 7.5), 150 mM NaCl] containing 0.1% Tween 20, eluted with 2× Laemmli sample buffer (Bio-Rad Laboratories). Under non-reducing conditions, Western blotting was performed as described above. The membranes were treated with rabbit anti-SR-BI antibody (NB400-104, Novus Biologicals, 1:1000), IRDye 680-conjugated goat anti-rabbit IgG (926-32221, LI-COR Biosciences, 1:5000), or IRDye 800CW-conjugated goat anti-human IgG (H + L) (926-32232, LI-COR Biosciences, 1:5000).

### Immunohistochemistry

Formalin-fixed, paraffin-embedded 4-μm-thick sections were deparaffinized. After antigen retrieval by heat/autoclaving 5 min at 121 °C in 10 mM sodium citrate buffer, pH 6.0 for EPCR, SR-BI in EDTA buffer, pH9.0. The sections were incubated with primary antibodies (EPCR 1:200, SR-BI 1:1000) overnight at 4 °C. Primary antibodies included rabbit anti-EPCR antibody (Invitrogen, MA5-29505) and rabbit anti-human SR-BI antibody (Abcam, PA5-29789). Sections were then incubated with EnVision+ system (DAKO) for 30 min. The antigen–antibody complex was visualized with 3,3‐diaminobenzidine (DAB) solution (1 mM DAB, 50 mM Tris–HCl buffer [pH 7.6], and 0.006% H_2_O_2_) and counterstained with hematoxylin.

### Analysis of expression of adhesion molecules

HUVECs were first incubated in 12-well culture plates (BD Biosciences) with IgG for 1 h, followed by the addition of either 10 µg/mL human activated protein C (APC, Hematologic Technologies, Essex Junction, VT, USA) or 1 mg/mL human high density lipoprotein (HDL, Prospec Protein Specialists, Rehovot, Israel). Subsequently, HUVECs were stimulated by 100 pg/mL TNF-α (R&D Systems) for 5 h. Utilized IgG included purified IgG, 10 µg/mL rat anti-human EPCR antibody [RCR-252] (ab81712, Abcam, 1:10), or 10 µg/mL rabbit anti-human SR-BI antibody (PA5-29789, Abcam, 1:100, or NB400-113, Novus Biologicals, 1:100).

### Quantitative reverse transcription polymerase chain reaction (qRT-PCR)

Total RNA was extracted using the RNeasy Mini Kit (Qiagen, Valencia, CA, USA), and reverse transcribed into cDNA using the ReverTra Ace qPCR reverse transcription (RT) kit (Toyobo, Osaka, Japan). qRT-PCR was performed using QuantiTect SYBR Green PCR master mix (Qiagen) on a C1000 Thermal Cycler (Bio-Rad Laboratories). Gene transcript levels were normalized relative to the levels of GAPDH transcripts. The upstream and downstream PCR primer sequences are indicated as follows: E-selectin: 5′-CAGCAAAGGTACACACACCTG-3′, 5′-CAGACCCACACATTGTTGACTT-3′

VCAM-1: 5′-TTTGACAGGCTGGAGATAGACT-3′, 5′-TCAATGTGTAATTTAGCTCGGCA-3′

ICAM-1: 5′-ATGCCCAGACATCTGTGTCC-3,′5′-GGGGTCTCTATGCCCAACAA-3′

Interleukin (IL) -17A: 5′-TCCCACGAAATCCAGGATGC-3′, 5′-GGATGTTCAGGTTGACCATCAC-3′

IL-17F: 5′-GCTGTCGATATTGGGGCTTG-3′, 5′-GGAAACGCGCTGGTTTTCAT-3′

IL-21: 5′-TAGAGACAAACTGTGAGTGGTCA-3′, 5′-GGGCATGTTAGTCTGTGTTTCTG-3′

IL-22: 5′-GCTTGACAAGTCCAACTTCCA-3′, 5′-GCTCACTCATACTGACTCCGT-3′

RORγT: 5′-CTGCTGAGAAGGACAGGGAG-3′, 5′-AGTTCTGCTGACGGGTGC-3′

GAPDH: 5′-GAAGGTCGGAGTCAACGGATTTT-3′, 5′-GAATTTGCCATGGGTGGAAT-3′.

### Th17 differentiation

Purified naive CD4+ T cells were cultured with Dynabeads human T-Activator CD3/CD28 (Invitrogen) (1:1 ratio of beads to cells), 10 ng/mL IL-6 (BD Biosciences), 10 ng/mL IL-1β (BD Biosciences), 10 ng/mL IL-23 (R&D Systems), 10 ng/mL TGF-β1 (R&D Systems), 10 µg/mL purified NA/LE mouse anti-human IFN-γ antibody (554699, BD Biosciences, 1:50), and 10 µg/mL purified NA/LE rat anti-human IL-4 antibody (554481, BD Biosciences, 1:100).

### Intracellular staining

The Th17 cells were stimulated with 50 ng/mL phorbol 12-myristate 13-acetate (PMA, Sigma-Aldrich) and 1 µg/mL ionomycin (Sigma-Aldrich) in the presence of GolgiStop (BD Biosciences) for 6 h at day 7. Cells were fixed with Cytofix/Cytoperm Fixation and Permeabilization Solution Kit (BD Biosciences).

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 7.03 (GraphPad Software, La Jolla, CA, USA). Categorical variables were analyzed using the *χ*² test or Fisher’s exact test. Continuous variables were analyzed using Student’s *t*-test or the Mann–Whitney *U*-test, and one-way analysis of variance (ANOVA) or two-way ANOVA followed by Tukey’s post hoc tests, or Kruskal–Wallis test followed by the Dunn test was used to compare three or more groups. Pairwise comparisons were analyzed using the paired *t-*test or the Wilcoxon signed-rank test. *P* < 0.05 was considered to be statistically significant. To correct multiplicity in Table 1, *P* < 0.005 was considered to be statistically significant by using Bonferroni method.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. The source data underlying Figs. 1a, 2a, b, e–h, k, l, 4a–c, 5a, b, d–f, 6b, e and Supplementary Figs. 2c, f, 5a–d, 6a, b, 7, 8a, b, 9, 10, 11b, d, 12b, 13b, 14a, b, 15, 16b, d and 17 are provided as a Source Data file. Microarray data are deposited in the Gene Expression Omnibus (accession code, GSE145367).

## Source Data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

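RNA of 1 sample of control YB2/0 cells and 1 sample of sorted YB2/0 cells was measured on 1 Affymetrix array each. The deposited signals are an intensity per probe set, computed by the authors with the MAS5 method and scaled per array, for which the submitters' processing notes name Affymetrix Expression Console. Its version is not given in the sources used here. The deposited detection p-value of each probe set was used only through the authors' call, and Present probe sets had a detection p-value of up to 0.0490. A value table of the series held the same signals, with a largest difference of 0.00050% from the sample files. No probe intensities from the scanner were used here, so background correction and summarisation are those of the authors.

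The samples were mapped to conditions by their labels and by the paper's text. Probe sets were named through the array's annotation, and of 54613 probe sets without the 62 Affymetrix control probe sets, 41091 had 1 gene symbol, 1801 had several and 11721 had none there. A gene was named only from a probe set with 1 symbol. Probe sets ending in _s_at or _x_at can bind transcripts of several genes.

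Signals were compared as log2 ratios with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plotted with matplotlib 3.10.9. The lowest signal of a Present probe set, used for lower limits of a fold, was 148 in control cells and 159 in sorted cells. Random lists were drawn within 10 bins of mean log2 signal. With 1 array per condition the number of arrays limits the precision, and neither a test between conditions nor a replicate error was available. The sample labels carry different identifiers, and a difference between array runs could not be separated from the condition.

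The rule for named genes, the gene lists and the alternatives were set before the data were examined. Genes named were PROCR and SCARB1 with all their probe sets, the 8 with the highest and the 8 with the lowest log2 ratio among probe sets Present in both samples, the 8 with the highest lower limit among those Present in sorted cells only and 6 the other way round, and up to 4 members of each of 15 gene lists that passed the 2-fold rule. Probe sets with several or no gene symbols are given by their ID where they differed by at least 16-fold, a rule chosen after their values had been seen. The alternatives were quantile normalization, centring on the probe sets Present in both samples, the series' value table, a floor on dim signals, gene-specific probe sets only, a 4-fold rule, other detection rules, and other ways to summarise the probe sets of a gene. For want of replicates, a log2 ratio was said to have moved under an alternative where it differed by more than 0.33, the SD of the log2 ratios of the hybridisation spikes, a choice made after the data were seen. A count was said to have moved where it differed by more than 1.5 times.

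The procedure was tested on simulated data for the comparison of sorted with control cells, with 50 probe sets planted at each of 4 sizes and noise taken from the probe sets Present in both samples. The 2-fold rule recovered 100% of those planted at a log2 ratio of 2, 100% at 3, 98% at -2 and 100% at -3, in a run over 54613 probe sets. It also took in 9.20% of the unchanged probe sets Present in both samples, so single genes near 2-fold are not told from noise by this rule. The noise of probe sets Present in sorted cells only or in control cells only was not simulated, so these rates do not describe them. They are most of those counted. With an Absent call in the other sample required, 704 of 879 higher and 844 of 965 lower probe sets remained.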

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

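The tests of brightness, of whole endothelial cells and of further inserts in this part were chosen after the values had been seen. The floor, centring and quantile alternatives were set before the data were examined. The paper's text on the microarray discusses PROCR and SCARB1, and the signals given here are of other probe sets that were Present in sorted cells and lay above the control array. Where the control call was Absent, values are lower limits by the rule given for folds, and a higher floor gives smaller ones. The highest were 212995_x_at, with a lower limit of 9.89 on the log2 scale (202 in control cells, 191314 in sorted cells), and 213166_x_at, with a lower limit of 9.24 (124 in control cells, 89721 in sorted cells), both annotated to several genes including MZT2A and MZT2B. SPCS1 followed with 8.13 (1608 in control cells, 450558 in sorted cells). A difference in brightness or scaling of the arrays is argued against by the hybridisation spikes, whose largest absolute log2 ratio was 0.58, and by the polyA spikes, for which it was 0.90. RNA of whole endothelial cells in the sorted sample is argued against as well. At the brightest probe set, 3 of 34 endothelial cell genes were Present in sorted cells and Absent in control cells. VWF and PECAM1 were Absent in both samples. A dimmer probe set of FLT1, 226497_s_at, was also Present in sorted cells only, at 676 against 301 in control cells. Further inserts of the human cDNA library may be the source and stay open. The other probe sets naming MZT2B or PHGDH alone were not higher (highest log2 ratio -0.36). However, 2 of the 5 probe sets of SCARB1, whose insert the paper sequenced, were Absent in both samples and differed by less than 2-fold. Another, 215834_x_at, was Marginal in sorted cells and so not counted as higher by the 2-fold rule. SPCS1 has a single probe set. Binding of PROCR, SCARB1 or rat transcripts to these probe sets also stays open, since probe sequences were not used here, and a response of the rat cells to sorting was not tested.

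Among the other genes Present in both samples, the log2 ratio was 2.77 for RPS25, 2.72 for PRP4K, 2.33 for CLPX, 2.21 for GABARAP, 2.10 for ZNF639, 2.02 for RXYLT1 and 1.88 for ARPC2. Among those Present in sorted and Absent in control cells, the lower limit was 3.92 for GNG8, 3.64 for TSPAN14, 3.61 for NEK6, 3.57 for PSMG3, 3.50 for STMN4 and 3.49 for LEF1. With dim signals raised to the median Absent signal these were 3.70 for GNG8, 2.91 for NEK6, 2.81 for STMN4 and 3.10 for LEF1. Other probe sets of some of these genes did not follow. For NEK6, 223159_s_at was Present in control cells only and lower, with -1.35. Further probe sets had 0.28 and -0.13 for ARPC2, both Present in both samples, and those of TSPAN14 (-2.29) and LEF1 (0.10 and 0.84) were not Present in either sample. Of the listed genes, the log2 ratio or its lower limit was 2.65 for NDRG1, 2.55 for HHEX, 2.09 for EDN1, 2.03 for MCL1, 2.01 for TAGLN (but -1.62 for its probe set 205547_s_at), 1.70 for NEFL, 1.37 for ICAM2, 1.09 for CANX, 1.06 for RPS18, 1.03 for DNAJB11 and 1.02 for CASP8. With the raised floor these were 2.26 for NDRG1, and 1.86 for both HHEX and EDN1. CANX fell under 2-fold with centring (0.98), and DNAJB11 (0.92), CASP8 (0.91) and RPS18 (0.95) did so with centring and with quantile normalization. None of these has a replicate.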

How the results depend on the processing

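Neither a paired analysis nor leaving out an array was possible, because each condition has 1 array. PROCR and the SCARB1 probe sets 201819_at, 1552256_a_at and 215834_x_at were higher in sorted cells under each alternative run on them, with log2 ratios of 11.11 to 11.47 for PROCR, 7.99 to 9.29 for 201819_at, 6.57 to 6.68 for 1552256_a_at and 3.09 to 4.20 for 215834_x_at. Quantile normalization, centring and the series' value table moved none of the values at a comparison, and centring shifted all log2 ratios by 0.11. With a floor on dim signals the log2 ratio was 11.11 for PROCR, 7.99 for 201819_at, which then held rank 5, and 3.09 for 215834_x_at. With gene-specific probe sets only, 201819_at held rank 2 and 585 probe sets were higher, because fewer probe sets were compared. A 4-fold rule left 322 higher and 387 lower. Without a detection call, 12599 were higher and 13780 lower, so most 2-fold differences on these arrays lie among probe sets not detected. Of 53 other named probe sets, 9 moved with the floor, 0 with quantile normalization and 0 reversed. Shifts from centring and the value table are under 0.33 and could move none. Of the 57 named probe sets at 2-fold or more, 4 fell under 2-fold in at least 1 of these alternatives.

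The medians of the gene lists rest on few Present genes and depended on the choice of probe sets. For endothelial cell genes the median of 1.01 was 1.73 with gene-specific probe sets, 0.48 with the median of all probe sets of a gene and -0.059 with no detection call required. The median changed sign under at least 1 alternative for 11 of the 15 lists, this one included, and under none for 4, those of apoptosis and p53 targets, smooth muscle and fibroblast, macrophage and T cell, and embryonic kidney line genes. With gene-specific probe sets the medians were 0.30 for HDL and scavenger receptor genes, 0.13 for plasma cell and B cell genes, -0.52 for the unfolded protein response, 0.18 for hypoxia and glycolysis, 1.20 for embryonic kidney line genes and -0.62 for endothelial autoantigens. With the median of all probe sets of a gene they were 0.054 for the protein C pathway, -0.056 for sterol synthesis, -0.15 for plasma cell and B cell genes, -0.10 for the cell cycle, 0.069 for apoptosis and p53 targets, -0.15 for smooth muscle and fibroblast genes, 0.085 for macrophage and T cell genes, 0.60 for embryonic kidney line genes and 0.30 for endothelial autoantigens. With no detection call required they were -1.09 for the protein C pathway, 0.20 for HDL and scavenger receptors, -0.036 for sterol synthesis, -0.27 for plasma cell and B cell genes, 0.28 for the interferon response, 0.22 for the cell cycle and 0.092 for macrophage and T cell genes. The cause was not tested.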

Other observations

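The tests of brightness, of whole endothelial cells and of whole human cells in this part were chosen after the values had been seen. Gene lists are described by the brightest probe set of each gene. Over all lists, 15 dimmer probe sets of 14 genes passed the 2-fold rule where the brightest one did not pass it the same way. Of these probe sets, 7 were higher and 8 were lower in sorted cells. They include FLT1 (1.17), BCL2L11 (1.21) and THY1 (1.64) as higher, and PDK1 (-2.57), OASL (-2.03) and FLRT2 (-1.15) as lower. Of 30 cell cycle genes, 9 were Present in at least 1 sample. At the brightest probe set, CDC6, CCNB2, CCNE2 and TYMS were lower in sorted cells by the 2-fold rule and 0 were higher, while dimmer probe sets of MKI67 (1.34) and RRM1 (-2.08) passed it in opposite directions. The median log2 ratio was -0.54, at percentile 3.90 of random lists, but over all 30 genes with no detection call required it was 0.22, at percentile 80.6. Among plasma cell and B cell genes, 3 were Present, with a median of -0.73 (percentile 5.40) that turned to 0.13 with gene-specific probe sets, and CD27 was lower with a log2 ratio of -2.42. Among genes of hypoxia and glycolysis, 6 were Present, with a median of -0.18 (percentile 15.9) that turned to 0.18 with gene-specific probe sets, and NDRG1 was higher while LDHA was lower. Among genes of the unfolded protein response, 7 were Present, with a median of 0.09 (percentile 53.5) that turned to -0.52 with gene-specific probe sets. The chaperones CANX and DNAJB11 passed the 2-fold rule as deposited, but not with centring. Dimmer probe sets of CALR, 200935_at (limit -1.93) and 214315_x_at (limit -1.35), passed it as lower and were Present in control cells only. Among apoptosis and p53 target genes, 6 were Present, with a median of 0.43 (percentile 91.0), and MCL1 was higher. CASP8 passed the 2-fold rule as deposited, but not with centring. Among sterol synthesis genes, 5 were Present, with a median of 0.53 (percentile 90.6) that turned to -0.036 over all 17 genes (percentile 38.8) and to -0.056 with the median of all probe sets of a gene, and HMGCS1, the synthase ahead of HMG-CoA reductase, was lower with a log2 ratio of -2.46.

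Among 17 Present ribosomal protein genes of the list, which does not hold RPS25, 15 differed by less than 2-fold, RPS18 was higher, though under 2-fold with centring, and RPL8 was lower, with a median of -0.07 (percentile 3.66) that turned to 0.022 with the median of all probe sets of a gene. Among smooth muscle and fibroblast genes, 6 were Present, with a median of -0.68 (percentile 5.11), and the median over all 18 genes with no detection call required was -0.65 (percentile 1.27). MYH11 and COL6A2 were lower. TAGLN was higher at its brightest probe set and lower at 205547_s_at (-1.62). Among embryonic kidney line genes, listed for the human parent of the packaging cells, 5 were Present, with a median of 0.12 (percentile 58.0), NEFL was higher and KRT8 was lower. VIM was lower at its brightest probe set and higher at 1555938_x_at, from 74.7 (Absent) to 306 (Present). Among endothelial autoantigens named elsewhere, 9 were Present, with a median of -0.10 (percentile 18.4) that turned to 0.30 with the median of all probe sets of a gene, ICAM2 was higher, and ANXA5, TUBB and the brightest probe set of VIM were lower. The interferon response had 1 Present gene, IFI44, with a log2 ratio of -0.61 (percentile 27.4), which turned to 0.28 over the whole list, and the macrophage and T cell genes had 1, FCER1G, with 0.73 (percentile 82.7). Over the Present genes of the 15 lists the percentiles ran from 3.66 to 98.3, the latter for the endothelial cell genes, and with no detection call required they ran from 1.27 to 80.6.

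Some probe sets were far brighter in control cells. Where the sorted call was Absent, log2 ratios are limits by the rule given for folds. Of 9 probe sets annotated to both cytoplasmic actin genes, all 9 were Present in control cells at 66525 to 286641 and 1 was Present in sorted cells, with a median log2 ratio of -6.89, while 3 probe sets naming ACTB alone had log2 ratios between -0.72 and -0.43. PPP1R10 (-7.43 for 201703_s_at), ARFIP1 (-6.75), ZNF579 (-5.97), TPP1 (-5.57), ZNF827 (-5.02, or -4.45 with dim signals raised to the median Absent signal) and TUBA1A (-4.91, or -4.34) were Present in control cells only. A further probe set of ARFIP1 had a log2 ratio of -2.35. A further one of ZNF827, 231902_at, was Present in control cells only, with -0.97. The other probe sets of ZNF827, PPP1R10 and TPP1 were Absent in both samples, so they have no measured level, and their ratios ran both ways, from -4.59 for 243617_at of ZNF827 to 3.89 for 200743_s_at of TPP1. CLTA (-4.41), TMSB10 (-3.25), RPL8 (-3.08), TKT (-2.50), HMGCS1 (-2.46), CCNE2 (-2.17), NACA (-2.04) and CORO1A (4.01-fold) were lower in sorted cells and Present in both samples. Probe set 221798_x_at, with no gene in the annotation, had -5.32, and 203189_s_at, annotated to several genes, had -4.15. All 3 probe sets annotated to RPS2 and a small RNA were lower, with log2 ratios between -3.87 and -2.85. The paper's text does not name these probe sets; its Supplementary Fig. 3a was not used here.

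Brightness or scaling of the arrays would have shifted the hybridisation spikes, whose largest absolute log2 ratio was 0.58, and the polyA spikes, for which it was 0.90. RNA of whole endothelial cells in the control sample would have brought their abundant transcripts, but 1 of 34 endothelial cell genes was Present in control cells and Absent in sorted cells. RNA of any whole human cell would have raised ribosomal protein genes together with RPL8, but the 6 others Present in at least 1 sample with a signal under that of RPL8 in sorted cells had a median log2 ratio of -0.35, with a range from -0.81 to 0.22, and RPL10A, dim as well but Absent in both samples, had 0.75, although the probe sets annotated to RPS2 moved with RPL8. An unsorted human cDNA library in the control cells, which the paper describes as untransfected, may be a source that the arrays leave open: endothelial cell genes with no detection call required lay at percentile 42.8 of random lists, which decides neither way, and a few inserts would leave that list as it is. Binding of rat transcripts to these probe sets and a change in the rat cells between the samples were not tested, because probe sequences were not used here and the design gives 1 array per condition.

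PROCR and SCARB1 were both far above control in the same sorted sample, whereas the paper obtained them from clones sorted with different sera (Fig. 2a, g). The labels do not say whether this RNA came from 1 clone, from several clones or from a sorted pool.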
